# The effect of progesterone replacement on gene expression in the corpus luteum during induced regression and late luteal phase in the bonnet monkey (*Macaca radiata*)

**DOI:** 10.1186/1477-7827-9-20

**Published:** 2011-02-03

**Authors:** Padmanaban S Suresh, Kadthur C Jayachandra, Rudraiah Medhamurthy

## Abstract

**Background:**

In higher primates, although LH/CG play a critical role in the control of corpus luteum (CL) function, the direct effects of progesterone (P4) in the maintenance of CL structure and function are unclear. Several experiments were conducted in the bonnet monkey to examine direct effects of P4 on gene expression changes in the CL, during induced luteolysis and the late luteal phase of natural cycles.

**Methods:**

To identify differentially expressed genes encoding PR, PR binding factors, cofactors and PR downstream signaling target genes, the genome-wide analysis data generated in CL of monkeys after LH/P_4 _depletion and LH replacement were mined and validated by real-time RT-PCR analysis. Initially, expression of these P4 related genes were determined in CL during different stages of luteal phase. The recently reported model system of induced luteolysis, yet capable of responsive to tropic support, afforded an ideal situation to examine direct effects of P4 on structure and function of CL. For this purpose, P4 was infused via ALZET pumps into monkeys 24 h after LH/P4 depletion to maintain mid luteal phase circulating P4 concentration (P4 replacement). In another experiment, exogenous P4 was supplemented during late luteal phase to mimic early pregnancy.

**Results:**

Based on the published microarray data, 45 genes were identified to be commonly regulated by LH and P4. From these 19 genes belonging to PR signaling were selected to determine their expression in LH/P_4 _depletion and P4 replacement experiments. These 19 genes when analyzed revealed 8 genes to be directly responsive to P4, whereas the other genes to be regulated by both LH and P4. Progesterone supplementation for 24 h during the late luteal phase also showed changes in expression of 17 out of 19 genes examined.

**Conclusion:**

These results taken together suggest that P4 regulates, directly or indirectly, expression of a number of genes involved in the CL structure and function.

## Background

In mammals, the secretion of progesterone (P_4_) by corpus luteum (CL) is absolutely essential for establishment and, in some species, maintenance of pregnancy. In higher primates, LH and chorionic gonadotropin (CG) have been suggested to be the principal trophic factors responsible for P_4 _secretion in the CL [1]. Whether P_4 _plays a role in the maintenance of structure and function of CL has not been fully elucidated in higher primates. Rothchild postulated that P_4 _is the primary stimulus of its own secretion and that intraluteal P_4_, among other effects such as control of structural integrity and steroidogenic capacity, is responsible for regulation of production of luteolysin, the prostaglandin (PG) F_2α_, within the CL[2,3]. More recent studies have provided several lines of evidence, some of them with mechanistic insights, in support of the direct effects of P_4 _on CL. Expression of progesterone receptor (PR) isoforms in CL have been reported in several mammalian species [4-6]. Several studies have suggested that by way of its proliferative and anti-apoptotic actions, P_4 _functions as survival factor of CL in human [7], rat [8-10], and cattle [11,12]. Like other steroid nuclear receptors, PR utilizes a plethora of cofactors termed coactivators or corepressors to regulate gene expression [13]. The PR cofactors identified to date include coactivators like (SRC1-3, CBP/p300 and NCOA1-3) [13] and corepressors like NCOR1-2 involved in modulation of PR activity in vivo [14,15].

We have recently standardized a GnRH R antagonist-induced luteolysis model system in the monkey in which induced luteolysis could be reversed by exogenous LH administration [16]. Employing this model system, microarray analysis of differentially expressed genes in CL tissue during induced luteolysis and LH replacement following induced luteolysis has been determined [16]. The GnRH R antagonist-induced regressed CL with ablated LH action, yet capable of responding to LH replacement, affords an ideal situation to examine direct effects of P_4 _on CL structure and function. Extensive tissue remodeling with breakdown and renewal of extracellular matrix (ECM) that occurs during spontaneous luteolysis requires participation of matrix metalloproteinases (MMPs) and their tissue inhibitors, TIMPs [17-19]. It has been reported that decrease in P_4 _levels during late luteal phase of the non fertile cycle is associated with changes in expression of ECM regulators [20]. It remains to be determined whether P_4 _regulates expression of tissue proteinases, especially following conception. The purpose of this study was to examine effects of P_4 _action on gene expression changes and function of CL. Experiments were carried out to determine expression of genes in CL tissue that encode different elements of PR complex and few downstream targets of PR activation throughout the luteal phase, after LH/P_4 _depletion, after P_4 _replacement and after P_4 _supplementation during the late luteal phase.

## Methods

### Reagents

Oligonucleotide primers were synthesized by Sigma-Genosys, Bangalore, India. DyNAzyme™ II DNA polymerase (F-501L) was purchased from Finnzymes, Espoo, Finland. Moloney murine leukemia virus (MMuLV) reverse transcriptase (RT) and 100 bp DNA ladder were obtained from MBI Fermentas GmbH (St. Leon-Rot, Germany). Power SYBR^® ^Green PCR master mix was obtained from Applied Biosystems, Foster City, CA, USA. GnRH R antagonist [Cetrorelix^®^; (CET)] was a kind gift from Asta Medica, Frankfurt, Germany. ALZET^® ^Osmotic pump Model 2ML1 (infusion rate 10 μl/h) was obtained from Alza Corporation, Palo Alto, CA. Antibodies specific to phospho-p38 (9211), phospho-p42/44 MAPK (9101), p38 MAPK (9212), p42/44 MAPK (9102), pMKK3/6 (9231), p38 MAPK assay kit (9820), MMP-9 (G657) and Phototype-HRP Western detection system with horseradish peroxidase-linked anti-rabbit IgG (7071) were purchased from Cell Signaling Technology, Inc. Danvers, MA. Antibodies specific to PR (sc-538), NCOA1 (sc-8995), NCOA2 (also designated as GRIP1; sc-8996), NCOA3 (sc-25742) were procured from Santa Cruz Biotechnology, Santa Cruz, CA. Crystalline P_4 _(P0130) and all other reagents were purchased from Sigma Aldrich Corp. St. Louis, MO or sourced locally.

### Animal protocols, blood samples and CL collection

Experimental protocols involving monkeys in this study were approved by the Institutional Animal Ethics Committee of the Indian Institute of Science, Bangalore. Adult female bonnet monkeys (*Macaca radiata*) weighing 3.3-5.1 kg were utilized for the study. The general care and housing of monkeys have been described elsewhere [21]. In this study, one day after occurrence of peak E_2 _surge was designated as day 1 of the luteal phase, and CL was collected on designated days of the luteal phase and/or after administration of different treatments (see below). To retrieve CL from experimental monkeys, ovaries were accessed by performing laparotomy under aseptic conditions on ketamine hydrochloride (15 mg/kg BW) and/or pentobarbital sodium (8-12 mg/kg BW) anesthetized monkeys. Under sterile conditions, the excised CL was transferred to a petri dish containing filter paper, wiped dry, weighed, cut into 4-5 pieces, placed in individual sterile cryovials, snap-frozen in liquid nitrogen and stored at -70°C until analysis.

### Experiment 1: Examination of differentially expressed genes during induced luteolysis and LH replacement experiments

In order to identify genes associated with LH and P_4 _receptor signaling, the microarray data of induced luteolysis (LH/P_4 _depletion) and rescue of CL function by exogenous LH replacement studies deposited (#GSE7827 and #GSE8371) by us previously were examined. The main focus was on identifying changes in expression of genes associated with PR and genes downstream of PR signaling. For this purpose, various cofactors and corepressors (NCOA1-3, NCOR1-2, FKBP4 and FKBP5) of PR were selected for analysis. Expression of MMP-2 and 9, TIMP-3, ADAMTS-1, PGRMC1, BMP5, CDH2, WNT7A, HOXA1, IHH genes regarded as downstream target of gonadotropin and/or PR signaling in CL and in traditional P_4 _target tissues such as uterus were also examined [19,22-26]. The expanded forms of gene symbols used in this study are provided in Table 1. Real time RT-PCR analysis was carried out on RNA samples isolated from CL tissues collected during luteolysis [VEH (n = 5 animals) and LH/P_4 _depletion (n = 5 animals)] and LH rescue (LH replacement, n = 3 animals each for PBS and LH treatments) of CL function experiments as reported previously [16].

**Table 1:** List of expanded forms of gene symbols used

**Sl. No**.	Gene symbol	Gene name
1	PR	Progesterone receptor
2	PGRMC1	Progesterone receptor membrane component 1
3	FKBP4	FK506 binding protein 4
4	FKBP5	FK506 binding protein 5/peptidyl-prolyl cis-trans isomerase FKBP5-like (*M. mulatta*)
5	NCOA1	Nuclear receptor coactivator 1
6	NCOA2	Nuclear receptor coactivator 2
7	NCOA3	Nuclear receptor coactivator 3
8	NCOR1	Nuclear receptor corepressor 1
9	NCOR2	Nuclear receptor corepressor 2
10	WNT7A	Wingless-type MMTV integration site family, member 7A
11	AREG	Amphiregulin
12	BMP5	Bone morphogenetic protein 5
13	CDH2	Cadherin 2, type 1, N-cadherin (neuronal)/cadherin-2-like (*M. mulatta*)
14	HOXA1	Homeobox A1
15	IHH	Indian hedgehog
16	ADAMTS1	A disintegrin-like and metallopeptidase with thrombospondin type 1 motif, 1/ADAM metallopeptidase with thrombospondin type 1 motif, 1
17	MMP9	Matrix metallopeptidase 9
18	MMP2	Matrix metallopeptidase 2
19	TIMP3	Tissue inhibitor of metalloproteinase 3/TIMP metallopeptidase inhibitor 3 (*M. mulatta*)

### Experiment 2: Expression of various components of PR signaling complex and PR target genes throughout the luteal phase

To study expression of PR, various components of PR signaling complex and some of the downstream target genes of PR signaling, corpora lutea (n = 3 animals/stage of luteal phase) were collected from monkeys at early (day 5), mid (day 8), and late (day 14) stage of the luteal phase of the menstrual cycle as reported previously [27]. Also, CL (n = 3 animals) was collected from monkeys on day 1 of menstrual cycle (d1M), a time point when luteolytic events are manifested. Blood samples were collected from monkeys on the day of CL collection for determination of P_4 _concentration.

### Experiment 3: Effects of P_4 _replacement on expression of PR, coactivators, corepressors and P_4 _target genes during induced luteolysis

We have recently reported that replacement of LH post LH/P_4 _depletion leads to brisk and sustained increase in P_4 _concentration suggesting rescue of CL function following reestablishment of LH levels [16]. In the present experiments, we determined the direct effects of P_4 _on CL during absence of luteotrophic stimulus. The different components of the PR signaling complex and expression of few genes considered as target of PR activation were examined. In experiment 3.1, with a view to mimic mid luteal phase circulating P_4 _concentration, exogenous P_4 _was administered through implantation of P_4 _filled ALZET pumps to monkeys depleted of LH/P_4 _(P_4 _replacement model). For this purpose, pilot experiments were carried out in adult female monkeys to examine the feasibility of providing P_4 _as continuous infusion by way of implantation of P_4 _filled ALZET pump. Keeping in mind the limitation on use of organic solvents compatible with the pump, initially 16 mg of P_4 _was dissolved in 300 μl of ethanol and the solution was made up to 2 ml by propylene glycol and the entire solution was transferred to 2 ML1 ALZET pump. It was determined that three, 32.5 mg of P_4 _filled pumps that provided infusion of 487.5 μg/30 μl/h, were required to be implanted in anesthetized monkeys to establish circulating P_4 _concentration higher or in the range of mid luteal phase concentration. In order to determine the time course of P_4 _secretion immediately before and at different time intervals after injection of CET (LH/P_4 _depletion), monkeys on day 7 of the luteal phase (n = 3 animals) were administered CET (150 μg/kg BW, s.c.) and blood samples were collected twice daily until onset of menses. In experiment 3.2, three groups of monkeys (n = 3-4 animals/group) were administered 5.25% glucose (vehicle for CET treatment; VEH; group 1), CET [150 μg/kg BW; (LH/P_4 _depletion); CET; group 2] and CET (150 μg/kg BW) followed 24 h later with implantation of P_4 _filled three ALZET pumps designed to infuse 487.5 μg of P_4_/30 μl/h for 24 h [CET+P_4_; (P_4 _replacement); group 3]. Blood samples were collected immediately before and at different time intervals throughout the experiment. In group 3, ALZET pumps were removed 24 h later, and further blood samples were collected to monitor circulating P_4 _levels. Corpora lutea were retrieved from monkeys of all three groups (VEH, CET and CET+P_4_).

### Experiment 4: Effects of P_4 _supplementation on CL function during late luteal phase

An experiment was conducted to gain insight into direct effects of increased P_4 _during rescue of CL function that occurs during late luteal phase of the fertile menstrual cycle. On day 13 of the luteal phase of non-mated females, three P_4 _filled ALZET pumps (97.5 mg of P_4_) were implanted for 24 h, CL (n = 3 animals) was harvested and the pumps were removed 24 h later. Blood samples were collected immediately before and at different time intervals during implantation and after retrieval of CL as well as removal of implants for determining the P_4 _secretion pattern. For purposes of comparison, CL (n = 3 animals) was harvested from untreated monkeys (untreated control) on day 14 of the luteal phase of the menstrual cycle.

### RNA isolation

Total RNA was isolated from CL tissues obtained from different experiments using TRI reagent according to manufacturer's instructions. RNA samples were analyzed using NanoDrop ND-1000 UV-VIS spectrophotometer and samples with A_260_/A_280 _values ~1.8 -1.9 were selected for further analyses.

### Real-time RT-PCR analysis

Real time RT-PCR analysis was carried out as described previously [16]. Total RNA (1 μg) extracted from CL of monkeys from various experiments were reverse transcribed using MMuLV RT in Eppendorf mastercycler, epgradient PCR machine. Briefly, In a 20 μl total reaction, 1 μg of total RNA along with 1 μl of Oligo dT primer were incubated at 65°C for 10 min and then snap chilled on ice for 5 min. To this RNA-Oligo dT hybrid, a cocktail containing 4 μl of 5X RT buffer [250 mM Tris HCl (pH 8.3 at 25°C), 250 mM KCl, 20 mM MgCl_2 _and 10 mM DTT], 10 mM dNTPs and DEPC treated water were added followed by addition of 200 units (1 μl) of Revert Aid™MMuLV RT enzyme. The reaction mixture was incubated at 42°C for 60 min. The resulting cDNAs were used as template for real time RT-PCR analysis using gene specific primers. The primer pairs were designed using Rhesus macaque sequences submitted at NCBI and ENSEMBL using Primer Express software v2.0 (Applied Biosystems, Foster City, CA, USA) spanning the exon-exon junction. The diluted cDNA samples equivalent to 10 ng of total RNA were subjected to analysis in Applied Biosystems 7500 Fast Real Time PCR system with SDS v 1.4 program employing Power SYBR green 2X PCR master mix. The 10 μl real time RT-PCR mixture contained cDNA equivalent to 10 ng of total RNA, 5 μl of PCR master mix and 5 μM each of forward and reverse gene specific primers. The initial denaturation was carried out at 95°C for 10 min, with further 40 cycles of denaturation (95°C for 30 sec), annealing (specific annealing temperature for 30 sec) and extension (72°C for 30 sec) with a final extension of 5 min at 72°C. PCR reactions were carried out in duplicates in 96 well plates. For each gene a no template control (NTC) was included and dissociation/melting curves were generated to determine the specificity of primers. Real time RT-PCR data for each gene was normalized using L19 expression level as internal control within each cDNA sample. The fold change in expression of the genes was determined using the ΔΔC_t _method, which calculates the fold change using the formula: Fold change = 2^-ΔΔCt^, where C_t_= Threshold cycle i.e. the cycle number at which the relative fluorescence of test samples increases above the background fluorescence and ΔΔC_t_= [C_t _gene of interest (treated sample)-C_t _of L19 (treated sample)] - [C_t _gene of interest (control sample)-C_t _of L19 (control sample)]. The list of genes and details of the primers employed in the real time RT-PCR analysis along with the annealing temperature and expected product size are provided in Table 2.

**Table 2:** List of Primers used for real time RT-PCR analysis

**S. No**.	Gene name	Primer sequence (5'to 3')	Annealing temp (OC)	Product size (bp)
1	PR F	GCCACATTCAACACCCACTT	57.4	134
	PR R	CCTTCAGCTCAGTCATGACG		
2	NCOA1 F	CTGCACGTGGGGGATCAT	60.4	146
	NCOA1 R	CCTGGCTCATCTGGAGGGT		
3	NCOA2 F	CATGACCTCAGTGACCTCCGT	60.4	116
	NCOA2 R	CCATTCCAGGCAGCTGGTTT		
4	NCOA3 F	CACCACAGGGCAGATGAGTG	60.4	135
	NCOA3 R	TGTGGGGGGCTACTCATG		
5	NCOR1 F	GCATCGAGCTGCTGTTATCCC	62.9	145
	NCOR1 R	TCTCTGCCGCTGCTCCTCC		
6	NCOR2 F	AAGCAGCGAGCGGCTGCCAT	72.6	143
	NCOR2 R	TGCTGAGGGGCGTCGCTCTC		
7	FKBP4 F	GGGGACCGAGTCTTTGTCCACT	69.9	124
	FKBP4 R	CCCAAGCCTTGATGACCTCCC		
8	MMP-2 F	GCCACATTCTGGCCTGAGCT	62.4	151
	MMP-2 R	CCAGGCTGGTCAGTGGCTTG		
9	MMP-9 F	CTGGAGGTTCGACGTGAAG	55	155
	MMP-9 R	AACTCACGCGCCAGTAGAAG		
10	TIMP3 F	CAAGTACCAGTACCTGCTGACA	55.4	122
	TIMP3 R	GATAGTTCAGCCCCTTGC		
11	BMP5 F	CCTGAAGAGTCGGAGTACTCAG	59.2	139
	BMP5 R	GACTCTGGGTGGTCAGAGGA		
12	CDH2 F	CATCCCTCCAATCAACTTGCC	59.2	131
	CDH2 R	GAGGCTGGTCAGCTCCTG		
13	HOXA1 F	CTTCGCAGGACCAGGTCACTC	65.1	124
	HOXA1 R	GGTCCGAGGGGTAGGCTCG		
14	IHH F	GCCGCGCGGTGGACATCA	71.9	126
	IHH R	CGGAGCAATGCACGTGGGCC		
15	FKBP5 F	GGTGAAGCCCAGCTGCTC	66.7	114
	FKBP5 R	CTGGCACATGGAGATCTGC		
16	PRMC1F	CGCCGCTCAACCTGCTGCT	69.7	139
	PRMC1 R	GTGAAGTCGCGCCGCTTGAG		
17	ADAMTS 1 F	GCCGACTGGGAAAGCGGA	66.6	120
	ADAMTS 1 R	CCAGTTCCTGTGGGCTGTCC		
18	WNT7A F	AGCTGGGCTACGTGCTCAAGG	68.2	138
	WNT7A R	CCAGGTCCGTGTCCATGGG		
19	AREG F	GTTGCCCCAGAGACCGAGACG	72.6	113
	AREG R	CAGCATAATGGCCTGAGCCGA		
20	L19 F	GCCAACTCCCGTCAGCAGA	60	154
	L19 R	TGGCTGTACCCTTCCGCTT		

### Hormone assays

E_2 _and P_4 _concentrations in serum were determined by specific RIA as reported previously [21].

### Immunoblotting analysis

Immunoblot analyses and in vitro P38MAPK (P38) assays of CL tissue lysates were carried out as per published procedures. Assays were carried out with equal amount of protein lysates from the luteal tissue of various treatments as reported previously from the laboratory [27].

### Statistical analysis

Data were expressed as mean ± SEM. Statistical evaluation of mean differences of serum P_4 _concentrations and real-time RT-PCR expression among different experimental groups were analyzed by one-way ANOVA, followed by the Newman-Keuls multiple comparison tests (PRISM GraphPad, version 4.0; GraphPad Software Inc., San Diego, CA) and Student's t- test to compare between two groups. A P value of <0.05 was considered statistically significant. The linear regression analysis on microarray and real time RT-PCR data was done as reported earlier [16].

## Results

### Identification and validation of differentially expressed genes in LH/P_4 _depletion and LH replacement experiments

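The arrays of the LH/P4 depletion experiment were analysed here. The LH replacement arrays were not analysed here. Bonnet monkeys received Cetrorelix (CET), a GnRH receptor antagonist that withdraws LH support from the CL, at 150 μg/kg BW, or 5.25% glucose as vehicle (VEH) on day 7 of the luteal phase. CL were taken 24 h later. One Affymetrix rhesus macaque array was used for each of 3 CET and 3 VEH samples, so bonnet monkey RNA was read with probes designed for a related species. The authors summarised each probe set with MAS5 as a signal on a linear scale. The mean of each array without its highest and lowest 2% of signals was the same, 500, on all 6 arrays. From these signals, log2 values were quantile-normalized and CET was compared with VEH by limma over 52707 probe sets, with Benjamini-Hochberg adjustment. A gene was read at its brightest probe set, and 14132 genes had a probe set with a single gene symbol. The animals of the 2 groups are described as the same monkeys, but the labels do not pair the samples, so no animal term was fitted. The number of arrays limits the precision: the median replicate SD was 0.846 on the log2 scale.

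The control probe sets for the 3' and 5' ends of housekeeping transcripts differed between arrays. The 3' signal of GAPDH was 142.9 times the 5' signal in CET replicate 2, 5.89 times in CET replicate 1 and 3.03 times in CET replicate 3. In VEH replicates 4, 5 and 6 it was 7.31, 1.79 and 3.07 times the 5' signal. For ACTB it was 37.2 times in CET replicate 2, 22.4 times in VEH replicate 4 and 2.12 to 9.42 times on the other arrays, and for EF1A it was 42.2, 9.56 and 0.846 to 4.68 times. By Spearman correlation over probe sets, each VEH array was closer to the other VEH arrays (mean rho 0.775 to 0.813) than to the CET arrays (0.727 to 0.758). CET replicate 1 was closer to the VEH arrays (mean rho 0.756) than to CET replicates 2 and 3 (0.665 and 0.663). CET replicates 2 and 3 had a rho of 0.754 with each other, above their means with the VEH arrays (0.727 and 0.733), although CET replicate 3 had 0.770 with VEH replicate 6. The array signal of RPL19, the L19 gene that served as internal control of the real time RT-PCR, had a log2 fold change of -0.38 (standard error 0.46, adjusted p = 0.89 from limma), 0.022 without CET replicate 2 and -1.0 with array medians subtracted.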

The experimental details of CL collection from LH/P_4 _depletion (CET-induced luteolysis) and LH replacement (CET+LH) models and the microarray data comparing these models deposited in NCBI's Gene Expression Ominibus (#GSE7827 and #GSE8371) have been described previously [16]. The published microarray data was mined for P_4← _responsive genes, and 45 differentially expressed genes were identified based on criteria of >1.5 fold change in both LH/P_4 _depletion and LH replacement experiments. 

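At the criterion of 1.5-fold between group means, 2632 genes had a higher and 3385 a lower mean in CL after CET, which is 42.6% of the 14132 genes. Genes of cholesterol synthesis lay mostly on the lower side. Of 14 measured members of this list, which are those whose brightest probe set lay above the limit for dim probe sets, 13 had a lower mean after CET, and 5 passed when adjusted over the list alone, all of them lower. They were EBP (log2 fold change -1.88, standard error 0.51), SQLE (-1.60, standard error 0.48), CYP51A1 (-1.46, standard error 0.49), DHCR7 (-2.11, standard error 0.72) and FDFT1 (-1.14, standard error 0.41), which encode enzymes between farnesyl diphosphate and cholesterol. In limma these 5 genes had an adjusted p of 0.042 to 0.045 over the list alone and of 0.83 over all probe sets. The adjustment over the list alone does not correct for the choice among 24 lists. The mean log2 signal of DHCR7 after CET, 6.70, lay below the limit for dim probe sets. FDPS, the enzyme that makes farnesyl diphosphate, was the 1 member with a higher mean, at a log2 fold change of 0.66 that did not pass the test and was 0.0076 with array medians subtracted. FDFT1 and FDPS were chosen after their values were seen. The median log2 fold change of the list was -0.79 (camera adjusted p = 8.9e-04 over 24 lists, and adjusted p = 0.79 with an estimated correlation). Among markers of other cell types, the epithelial list had a median of -0.82, with 3 of 4 measured members lower (camera adjusted p = 0.50). CET replicate 2, the array with the highest 3' to 5' ratio of control probe sets, is one of the 3 CET arrays behind these means. Without that array the cholesterol synthesis median was -0.90. In the epithelial list KRT8 then went from -1.50 to -0.0015, with MUC1 at -0.20, UPK3B at -0.086 and KRT18 at -2.17.

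No probe set passed an adjusted p of 0.05 in limma, and the smallest adjusted p was 0.83. At an unadjusted p under 0.05, limma gave 2840 probe sets, or 5.39% of those tested, with 1388 higher and 1452 lower. This count was 6997 without CET replicate 1, 1696 without VEH replicate 5, 5086 with array weights and 1756 with dim probe sets left out, and no probe set passed the adjusted p in any of these. The methods' t-test gave 2729 at that limit and 0 after adjustment. All 3 CET arrays lay on one side of all 3 VEH arrays for 11.2% of probe sets, where chance gives 10%. The genes with the smallest unadjusted p on the higher side were ZNF777 (log2 fold change 4.51, standard error 0.81, and 3.72 with a floor at the 20th percentile), ATF5, a transcription factor of the stress response (2.4, standard error 0.58), and BTRC (1.93, standard error 0.51). The 1 other probe set of ZNF777 and 2 of 3 others of ATF5 had the opposite sign. The log2 fold change of ZNF777 ranged from 3.89 without CET replicate 3 to 5.11 without VEH replicate 5. Its mean log2 signal after vehicle, 5.60, lay below the limit for dim probe sets. On the lower side they were DEFB119 (-2.11, standard error 0.44), SDC2, a cell surface proteoglycan (-2.65, standard error 0.59), and GPRASP1 (-2.11, standard error 0.49). The mean log2 signal of SDC2 after CET, 6.70, also lay below that limit. On the signals as deposited, without normalization between arrays, the 1.5-fold criterion gave 3384 higher and 3063 lower genes, with array medians subtracted it gave 2401 higher and 4360 lower, and from means of the linear signals it gave 3502 higher and 2632 lower.

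**Figure D1:**
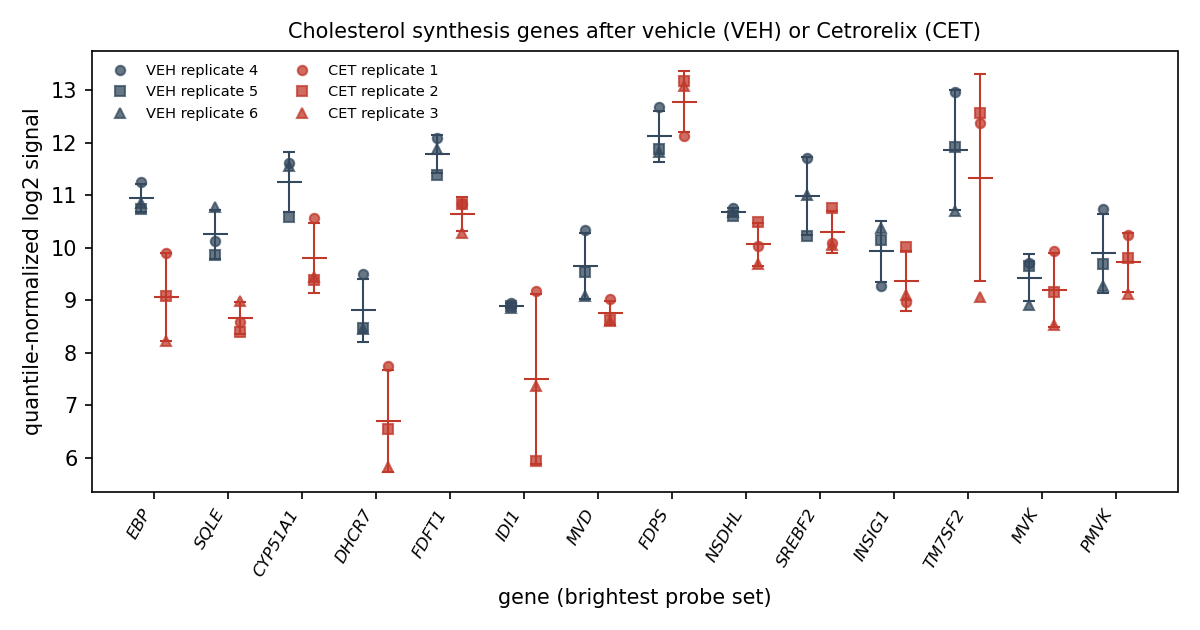
Quantile-normalized log2 signal of the 14 measured cholesterol synthesis genes on each array, with the gene on the horizontal axis. Points are single arrays, horizontal marks are group means and bars are 1 SD over 3 arrays. For EBP the mean was 9.06 after CET and 10.94 after vehicle.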

We narrowed down to the 45 genes by comparing our previous data on LH replacement studies with P_4 -_responsive genes reported in literature for other tissues [28,29]. From the 45 genes identified, 19 genes belonging to steroidogenesis and P_4 _target/regulation related genes (PR, PR binding proteins, cofactors, corepressors and some of the genes considered as downstream targets of PR activation) considered necessary for CL structure and function were selected for further studies. It should be noted that of the 19 genes, expression of only 12 genes was examined during different stages of the luteal phase in experiment 2 and expression of all 19 genes was determined in experiments 3 and 4.

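Of the 19 genes, 14 had a probe set with that gene symbol. The others had no probe set of their name in the table used here and were not analysed here. None of the 14 passed an adjusted p of 0.05 in limma, and none passed when adjusted over the list alone. At an unadjusted p under 0.05 there were 2, FKBP5 and ADAMTS1, both lower after CET. The study chose this list on these samples, so its direction is not independent evidence. The median log2 fold change over the 12 genes above the limit for dim probe sets was -0.17 (camera adjusted p = 0.69).

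Genes of steroid hormone synthesis had a lower mean after CET in 14 of 14 measured members, although none passed an adjusted p of 0.05 or passed when adjusted over the list alone. The count includes members near 0: TSPO (-0.12, standard error 0.47), STARD3 (-0.15, standard error 0.66) and NR5A1 (-0.11, standard error 0.88). Whether the sign of these members holds without single replicates was not tested. HSD17B1, the 1 other member with a probe set, lay below the dim limit with a log2 fold change of -0.86 (standard error 0.86), or -0.062 without VEH replicate 4, and was chosen after its value was seen. STAR, which carries cholesterol into mitochondria, had a mean log2 signal of 13.75 ± 1.06 (SD, n = 3) after CET and 15.24 ± 0.34 (SD, n = 3) after vehicle. This is a log2 fold change of -1.49 (standard error 0.53, adjusted p = 0.83 from limma). Every CET array lay below every VEH array, but narrowly, with 14.85 on CET replicate 1 and 14.91 on VEH replicate 6. The log2 fold change of STAR was -0.99 without CET replicate 2 and -2.04 without CET replicate 1. HSD17B7 had a log2 fold change of -1.25 (standard error 0.42), NR5A2, a nuclear receptor of steroidogenic cells, of -1.34 (standard error 0.61), or -0.72 with the 3' to 5' ratio as a covariate, chosen after seeing the data, and CYB5A of -0.82 (standard error 0.38). HSD3B2, which encodes the enzyme that forms P4 from pregnenolone, had -0.48 (standard error 0.44). The median of the list was -0.79 (camera adjusted p = 0.0070, and adjusted p = 0.79 with an estimated correlation). The 3' to 5' ratio of the GAPDH control probe sets was highest in CET replicate 2, and without that array the median was -0.58 and the camera adjusted p was 0.22. Endothelial markers had a median of -0.38 on the same arrays, with 8 of 10 lower (camera adjusted p = 0.67). CYP11A1, LHCGR and SCARB1 had no probe set of this name in the table used here. From the fold changes in both experiments and reports on other tissues, the paper selected the genes that it considered necessary for CL structure and function.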

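For the receptor, its binding proteins and its cofactors, array values after CET and after vehicle overlapped in most cases. FKBP5, a chaperone of steroid receptors, had a mean log2 signal of 6.66 ± 0.99 (SD, n = 3) after CET and 8.76 ± 1.05 (SD, n = 3) after vehicle. Its log2 fold change was -2.1 (standard error 0.78, adjusted p = 0.83 from limma, unadjusted p = 0.021), and every CET array lay below every VEH array. With the 3' to 5' ratio of control probe sets as a covariate, chosen after seeing the data, it was -1.45. The mean of FKBP5 after CET lay below the limit for dim probe sets. FKBP4, a related chaperone, had a log2 fold change of 0.84 (standard error 0.47, adjusted p = 0.83). PR, named PGR on the array, lay below the limit for dim probe sets, with a log2 fold change of 0.048 (standard error 1.02, adjusted p = 0.99), and its sign turned with array weights (-0.17) and when single replicates were left out (-0.60 to 1.00). PGRMC1, a membrane component that binds P4, had a log2 fold change of -0.43 (standard error 0.42, adjusted p = 0.87) at its brightest probe set, and -1.02 with array medians subtracted, and its 3 other probe sets gave -0.69, -1.53 and -2.61. Among the cofactors, NCOA2 had -0.88 (standard error 0.50) and NCOA3 had 0.94 (standard error 0.54), neither past the test. The opposite sign was found at 1 of 2 other probe sets of NCOA2 and 3 of 5 of NCOA3.

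Of 12 measured receptors and chaperones of P4, 8 had a lower and 4 a higher mean after CET (camera adjusted p = 0.67). Of 12 measured nuclear receptor coactivators and corepressors, 5 had a lower and 7 a higher mean (camera adjusted p = 0.93), and the median of this list turned from 0.20 to -0.12 when array medians were subtracted. SIN3A, a corepressor and the member with the smallest p, had a log2 fold change of -1.60 (standard error 0.83), or -0.83 without CET replicate 2 and -2.40 without CET replicate 1. Both lists hold genes that the study picked from these samples.

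**Figure D2:**
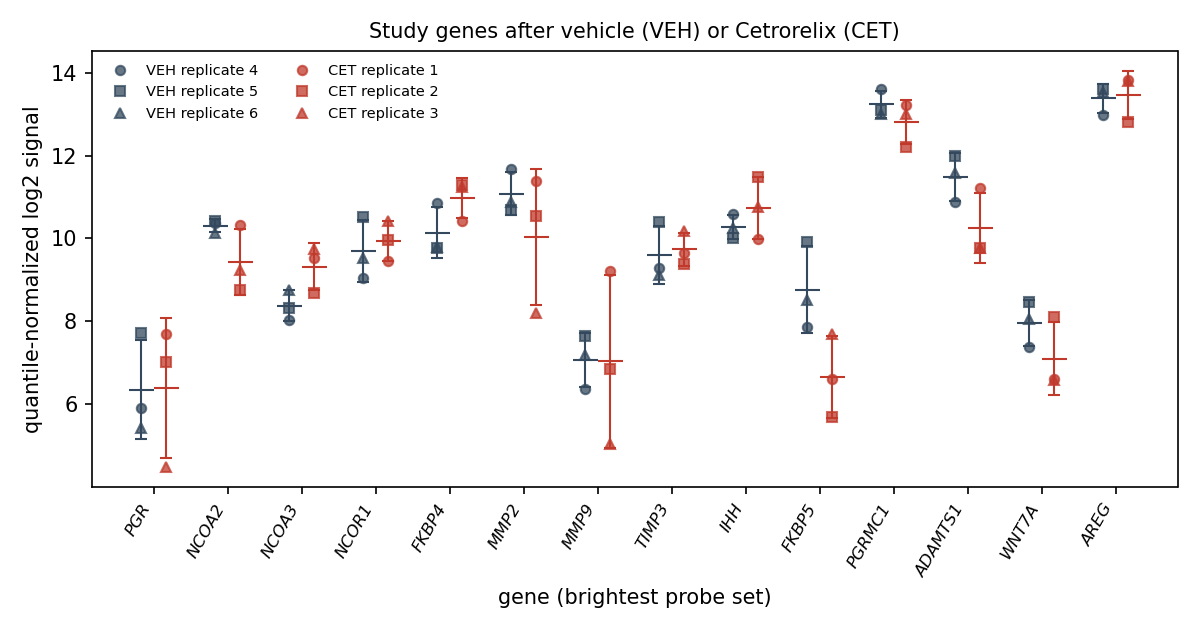
Quantile-normalized log2 signal of the 14 study genes with a probe set, on each array, with the gene on the horizontal axis. Points are single arrays, horizontal marks are group means and bars are 1 SD over 3 arrays. The CET and VEH points of FKBP5 do not overlap, and those of PGR do.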

Figure 1A shows microarray and real time RT-PCR fold changes in expression of genes associated with PR signaling/regulation in CL tissue from monkeys of LH/P_4← _depletion and LH replacement models. 

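The remaining study genes include a corepressor, secreted ligands and matrix enzymes. ADAMTS1, a matrix protease, had a log2 fold change of -1.24 (standard error 0.51, adjusted p = 0.83 from limma, unadjusted p = 0.034), and its other probe set also had a lower mean after CET. MMP2 had -1.04 (standard error 0.70, adjusted p = 0.83) at its brightest probe set and 0.31 at a dimmer one, and at the brightest it was -0.12 without CET replicate 3 and -1.71 without CET replicate 1. MMP9 lay below the limit for dim probe sets, with a log2 fold change of -0.031 (standard error 1.01) whose sign turned on the signals as deposited (0.18) and when single replicates were left out (-1.12 to 0.97). TIMP3, an inhibitor of matrix proteinases, had 0.14 (standard error 0.51), and its sign turned when array medians were subtracted (-0.074) and when single replicates were left out (-0.11 to 0.53). Of 17 measured matrix proteinases and inhibitors, 11 had a lower and 6 a higher mean after CET (camera adjusted p = 0.50).

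NCOR1 had a log2 fold change of 0.25 (standard error 0.52, adjusted p = 0.94 from limma), its mean over probe sets was -0.30, and it ranged from -0.080 to 0.66 when single replicates were left out. WNT7A, a WNT ligand, had -0.87 (standard error 0.72, adjusted p = 0.86). AREG, a ligand of the EGF receptor, had a mean log2 signal of 13.47 ± 0.58 (SD, n = 3) after CET and 13.38 ± 0.35 (SD, n = 3) after vehicle. Its log2 fold change was 0.091 (standard error 0.43, adjusted p = 0.98), and it was -0.27 on the signals as deposited and -0.11 to 0.42 when single replicates were left out. IHH had 0.45 (standard error 0.48, adjusted p = 0.88), and -0.23 at its other probe set.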

Validation of microarray data from LH/P_4← _depletion model by real time RT-PCR analyses provided a good correlation in expression changes of most genes examined except for PR, NCOR1, and HOXA1 which showed higher expression changes in real time RT-PCR analysis, while expression of WNT7A and AREG genes showed inverse correlation by real time RT-PCR analysis (Figure 1A). The linear regression analysis on log_2_-transformed data of microarray and real time RT-PCR analyses suggested a good correlation (R = 0.5013, P = 0.0484). A number of genes that were examined to be differentially expressed after LH/P_4← _depletion were found to be reversed following LH replacement (Figure 1B). Expression of P_4← _responsive genes like PR, NCOA3, TIMP3, BMP5 and CDH2 was down regulated after LH replacement, whereas expression of genes like NCOR1, NCOR2 and MMP-9 was up regulated after LH replacement (Figure 1B). The microarray data and real time RT-PCR data for LH replacement experiments showed good correlation except for the observation of profound down regulation in BMP5 expression by microarray analysis than real time RT-PCR analysis (R = 0.7028, P = 0.0312).

**Figure 1:**
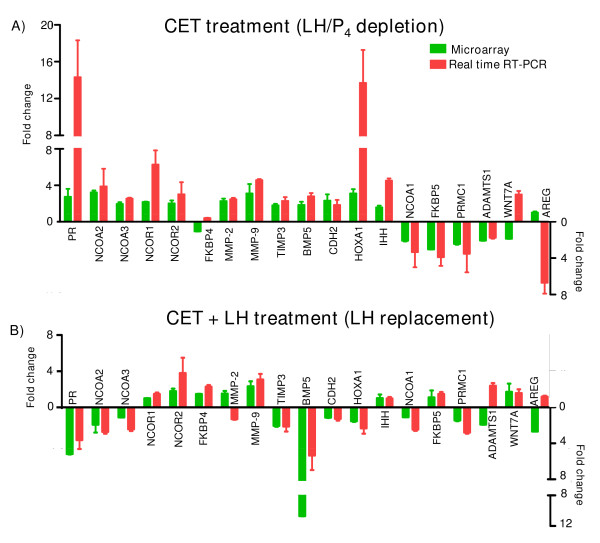
**Microarray and real time RT-PCR expression analyses of genes associated with PR signaling/regulation in CL tissue from monkeys of LH/P_4← _depletion and LH replacement models**. (A) Effects of LH/P_4 _depletion (CET treatment; n = 5 animals each for VEH and CET treatments) and (B) LH replacement (CET+LH treatments; n = 3 animals each for CET+PBS and CET+LH treatments) on gene expression changes in the CL tissue. Microarray data deposited at GEO with accession #s GSE7827 and GSE8371 were analyzed. Expression of P_4 _responsive genes identified from the microarray data (i.e. having >1.5 fold cut off over VEH treatment) is expressed as fold expression change (mean ± SEM) and further validated by real time RT-PCR analyses. The real time RT-PCR analysis was determined using ΔΔC_t _method (see materials and methods). RT-PCR and microarray data are presented mean ± SEM of fold change above control.

### Expression of PR cofactors and its downstream target genes throughout the luteal phase

Real time RT-PCR analysis results of PR, NCOA1-3, NCOR1-2, FKBP5, TIMP 3, MMP-2, ADAMTS-1, IHH and HOXA1 in CL collected from different stages of luteal phase are represented in Figure 2A. In order to gain information on the fold expression changes during different stages, expression of each gene at early (E) stage was set as 1 and expression at other stages of luteal phase was represented as fold change in relation to the early stage. Corresponding to the waxing and waning levels of circulating P_4 _throughout different stages of the luteal phase, the expression of PR mRNA was not statistically different (P > 0.05) across all the stages of luteal phase (Figure 2A). The protein expression for PR isoform B was low at early stage and its expression was high at all the other stages examined, with higher expression at mid luteal phase compared to early stage (1 vs 1.82 ± 0.2 fold; early vs mid stage, respectively; P < 0.05) (Figure 2B). However, the protein expression for PR isoform A was low at early and mid stage, and became higher at later stages of the luteal phase with late luteal stage being significantly higher (1 vs 1.45 ± 0.06 fold, early vs late stage, respectively; P < 0.05). The fold change in expression of NCOA1 mRNA and protein was low at early and mid stage (Figure 2A), and was significantly higher (P < 0.05) in CL collected from monkeys on day 1 of menses (1 vs 3.62 ± 0.04 fold, early stage vs d1 M, respectively; P < 0.05). Expression of NCOA2 and NCOR2 mRNA was higher (P < 0.05) in the late stage CL compared to their expression at early, mid and d1 M stages (Figure 2A), and the protein expression for NCOA2 was high in mid stage CL. Expression changes of FKBP5 and NCOA3 mRNA did not vary significantly during different stages of luteal phase (P > 0.05; Figure 2A). The protein expression of NCOA3 was high in mid stage CL compared to early stage CL (1 vs 1.2 ± 0.05 fold, early vs mid stage, respectively; P < 0.05, Figure 2B). The fold change in expression of NCOR1 showed a progressive increase with expression being higher in CL of late stage and d1 M compared to other stages (Figure 2A). The expression of proteinase family genes such as TIMP3 and MMP-2 were higher in CL at late luteal stage compared to early and mid luteal stages. Expression of ADAMTS-1, IHH and HOXA1 in CL tissues collected at different stages of luteal phase did not vary significantly (P > 0.05; Figure 2A).

**Figure 2:**
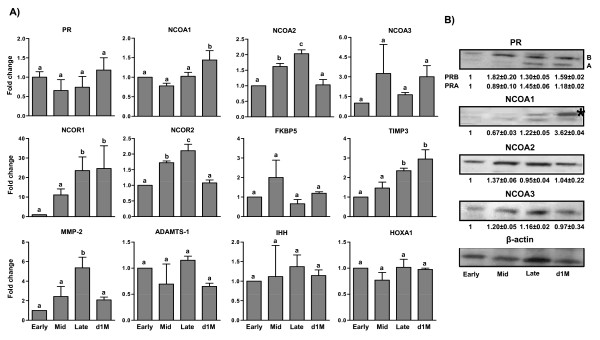
**Analysis of expression of genes encoding PR, its cofactors and P_4 _target genes in CL during different stages of the luteal phase in monkeys**. A) Real time RT-PCR fold change in expression (represented as mean ± SEM; n = 3 animals/stage of the luteal phase) of various genes associated with PR signaling and its target genes. The fold expression change at early stage was set as 1 and fold changes in other stages were expressed in relation to the early stage. Bars with different letters indicate significant (P < 0.05) change in the expression of the individual gene examined. B) Immunoblot analysis of PR, NCOA1, NCOA2 and NCOA3 expression in CL collected during various stages of the luteal phase. Immunoblots were analyzed by densitometry, and the densitometric value of early stage CL for each protein was set as 1 and values at other stages of CL were expressed in relation to the early stage. For NCOA1 protein, the upper band indicated by asterisk was considered for densitometric analysis. The statistical analysis details for densitometric values for each protein are provided in the results section.

### Effects of P_4 _replacement on expression of PR, coactivators and corepressors during induced luteolysis

Circulating P_4 _concentrations were 3.8 ± 0.3, 1.5 ± 0.07, 0.6 ± 0.1, 0.56 ± 0.01, 0.5 ± 0.04, 0.3 ± 0.05 and 0.6 ± 0.1 ng/ml, respectively at 0, 12, 24, 36, 48, 60 and 72 h post LH/P_4 _depletion (CET treatment; Figure 3A). All monkeys showed menses 96-120 h post LH/P_4 _depletion. A brief outline of the experiment involving exogenous P_4 _replacement is presented in Figure 3B. The P_4 _concentration in monkeys combined from all three groups was 3.5 ± 0.6 ng/ml prior to VEH (n = 3) or CET (n = 7) treatment (Figure 3C), and were maintained higher (4.1 ± 0.3 and 4.98 ± 0.3 ng/ml) at 12 and 24 h after administration of VEH, whereas P_4 _concentrations declined significantly 12 and 24 h post LH/P_4 _depletion (1.5 ± 0.07 and 0.6 ± 0.1 ng/ml at 12 and 24 h respectively; P < 0.05, Figure 3C). Replacement of P_4 _by way of implantation of P_4 _containing ALZET pumps at 24 h post CET treatment resulted in significant (P < 0.05) increase in P_4 _concentrations within 6 h post treatment and remained high throughout the 24 h duration of implantation. Upon removal of P_4 _containing ALZET pumps and lutectomy, P_4 _concentrations declined to reach 1.38 ± 0.6 and 0.76 ± 0.17 ng/ml at 12 and 24 h, respectively (Figure 3C).

**Figure 3:**
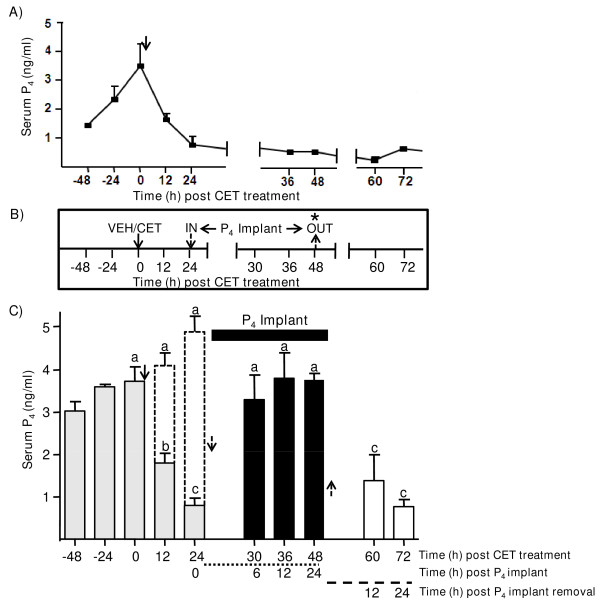
**Determination of luteal function after LH/P_4 _depletion and P_4 _replacement treatments in the monkey**. A) Circulating P_4 _levels before and after LH/P_4 _depletion [post CET administration (150 μg/kg BW) indicated by arrow; n = 3 animals] on day 7 of the luteal phase. P_4 _levels are represented only up to 72 h for purposes of comparing the levels with P_4 _replacement experiment [see panel C below]. Panel B depicts experimental protocol for VEH (5.25% glucose), LH/P_4 _depletion [CET (150 μg/kg BW)] and P_4 _replacement (CET+P_4_). The duration of P_4 _treatment initiated 24 h post LH/P_4 _depletion (n = 3 animals) in the form of P_4 _filled ALZET pumps is indicated by 'in' and 'out' words and arrows. The retrieval of CL after treatments is indicated by asterisk. C) Effects of VEH treatment (n = 3 animals), LH/P_4 _depletion (CET) (n = 3 animals) and [CET+P_4 _(n = 3 animals)] on circulating serum P_4 _levels. Data are presented as mean ± SEM. Before initiation of treatments, P_4 _values for each time point were pooled and represented as shaded bars (bars with dotted lines represent P_4 _concentrations after vehicle treatment). Following LH/P_4 _depletion and P_4 _replacement, P_4 _values are shown as open bars and solid bars, respectively. Serum P_4 _levels at 12 and 24 h after P_4 _implant withdrawal and CL removal are shown as open bars. Bars with different letters are significantly (P < 0.05) different.

To analyze gene expression changes post P_4 _replacement, 19 genes were selected for real time RT-PCR analyses and the results were presented in Figure 4A. These genes were selected for analysis based on literature data from studies on classic P_4 _target organs, P_4 _responsive cell lines as well as from our microarray data of the LH/P_4 _depletion (CET induced luteolysis) experiments [16,28,29]. Initially the fold change in expression of PR mRNA was low in VEH treated monkeys, increased to 15 fold in LH/P_4 _depletion model, and then decreased significantly (P < 0.05) after P_4 _replacement (Figure 4A) suggesting PR to be a P_4 _target gene. Similar to pattern of PR mRNA expression, the protein expression of PR isoform B was low initially in CL of VEH treated monkeys and increased post LH/P_4 _depletion (1 vs 2.72 ± 0.04 fold VEH vs CET, respectively; P < 0.05; Figure 4B), while reduced post P_4 _replacement. However, the protein expression of PR isoform A was low in CL of VEH treated monkeys and remained low thereafter in both LH/P_4 _depletion and P_4 _replacement conditions (Figure 4B). The fold change in expression of PGRMC1 and FKBP4 mRNA was significantly lower (P < 0.05) after LH/P_4 _depletion and no significant effect was observed after P_4 _replacement (Figure 4A). Expression of NCOA1 mRNA decreased marginally after LH/P_4 _depletion while P_4 _replacement increased its expression significantly by 3-4 fold (P < 0.05; Figure 4A) suggesting NCOA1 mRNA to be regulated by P_4 _directly. However, protein expression for NCOA1 increased significantly after LH/P_4 _depletion (1 vs 2.38 ± 0.04 fold, VEH vs CET treatment; P < 0.05) (Figure 4B), but no significant change was observed following P_4 _replacement (P > 0.05). Messenger levels of NCOA2 and FKBP5 in CL tissue did not significantly change after LH/P_4 _depletion or P_4 _replacement (P > 0.05; Figure 4A). On the other hand, the protein expression for NCOA2 was significantly (P < 0.05) higher after LH/P_4 _depletion (1 vs 1.87 ± 0.05 fold, VEH vs CET treatment; P < 0.05). However, P_4 _replacement resulted in significant decrease in protein levels (1 vs 0.38 ± 0.10 fold, VEH vs CET+P_4 _treatment; P < 0.05) compared to CL obtained from VEH or CET treated monkeys indicating indirect/direct regulation of NCOA2 by P_4 _at the protein level. Messenger levels of NCOA3 in CL tissue did not change significantly after LH/P_4 _depletion or P_4 _replacement (P > 0.05; Figure 4A). However, the protein expression for NCOA3 was low in CL from VEH treated monkeys and increased significantly after LH/P_4 _depletion (1 vs 3.10 ± 0.50 fold, VEH vs CET treatment; P < 0.05) while decreased after P_4 _replacement (Figure 4B) suggesting a role for P_4 _in the regulation of NCOA3 protein levels. The fold change in expression of NCOR1 mRNA increased significantly 5-8 fold after LH/P_4 _depletion and became lower following P_4 _replacement (P < 0.05; Figure 4A). Similarly expression of NCOR2 mRNA increased (but not statistically significant) after LH/P_4 _depletion, but had no effect following P_4 _replacement (Figure 4A). Expression of WNT7A mRNA increased significantly (P < 0. 05; Figure 4A) after LH/P_4 _depletion, and the expression decreased significantly (P < 0.05) after P_4 _replacement demonstrating regulation of WNT7A mRNA by P_4_. Expression of AREG mRNA decreased significantly (P < 0.05) after LH/P_4 _depletion and remained low post P_4 _replacement (Figure 4A). The fold change in expression of BMP5 increased 3 fold after LH/P_4 _depletion, but the expression decreased significantly (P < 0.05) upon P_4 _replacement (Figure 4A) suggesting BMP5 gene to be a P_4 _responsive gene. Though the fold change in expression of cadherin (CDH2) tended to be higher (but not statistically significant) after LH/P_4 _depletion showed no significant change after P_4 _replacement (Figure 4A). Expression of HOXA1 and IHH mRNA were increased significantly (P < 0.05) after LH/P_4 _depletion, while expression of HOXA1 mRNA decreased after P_4 _replacement, expression of IHH mRNA did not change significantly after P_4 _replacement (Figure 4A).

**Figure 4:**
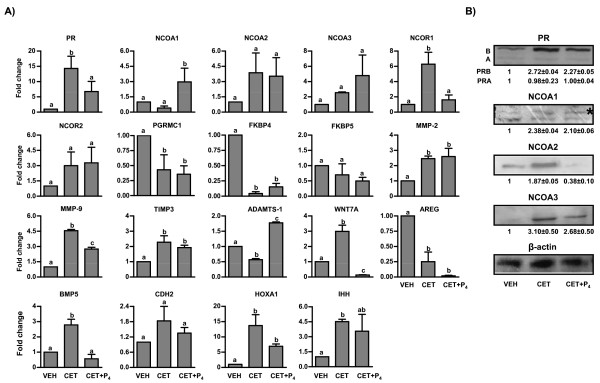
**Analysis of expression of genes associated with PR, its cofactors and P_4 _target genes in CL of monkeys treated with VEH (5.25% glucose injection at mid luteal phase), CET (LH/P_4 _depletion) and CET+P_4 _(P_4 _replacement)**. A) Real time RT-PCR expression analysis of various genes associated with PR signaling and its target genes. The fold expression change for VEH group was set as 1 and values for other groups were expressed in relation to the VEH group. For details on fold change calculation for real time RT-PCR analysis, see legend to Figure 1. Bars with different letters are significantly (P < 0.05) different for the individual genes examined. B) Immunoblot analysis of PR, NCOA1, NCOA2 and NCOA3 proteins in CL after LH/P_4 _depletion and P_4 _replacement. Immunoblots are analyzed by densitometry and densitometric value for VEH group is set as 1 fold and values for other groups were expressed in relation to the VEH group. For NCOA1 protein, the upper band indicated by asterisk was considered for densitometric analysis.

The fold expression change of ADAMTS-1 mRNA after LH/P_4 _depletion was lower compared to VEH treatment (P < 0.05) and the expression increased significantly (P < 0.05) following P_4 _replacement (Figure 4A). Fold change in expression of MMP-9 mRNA increased post LH/P_4 _depletion, and decreased significantly post P_4 _replacement (P < 0.05; Figure 4A) indicating indirect/direct regulation of both ADAMTS-1 and MMP-9 mRNAs by P_4 _at the transcription level. Further, the fold change in expression of other genes like MMP-2 and TIMP3 increased significantly following LH/P_4 _depletion, but P_4 _replacement had no effect (P < 0.05; Figure 4A).

Analysis of luteal tissue lysates for changes in P38 activation indicated that P38 activity was lower in CL after LH/P_4 _depletion, however, P_4 _replacement increased P38 activation significantly (P < 0.05; Figure 5). In vitro MAPK assays revealed lower levels of pATF-2, a substrate for activated P38 kinase, in CL after LH/P_4 _depletion, whereas, the effect of LH/P_4 _depletion on pATF-2 levels was prevented by P_4 _replacement (Figure 5). The kinetics of P38 activation was correlated with activation of its upstream kinase, pMKK3/6 protein levels. LH/P_4 _depletion decreased the pMKK3/6 protein expression significantly (P < 0.05), while P_4 _replacement increased its levels significantly (P < 0.05; Figure 5) indicating other components of MAP kinase signaling to be active post P_4 _replacement. Expression of other MAP kinase like ERK was also determined. Phosphorylated ERK levels did not change significantly in CL tissues both after LH/P_4 _depletion and P_4 _replacement (P > 0.05; Figure 5).

**Figure 5:**
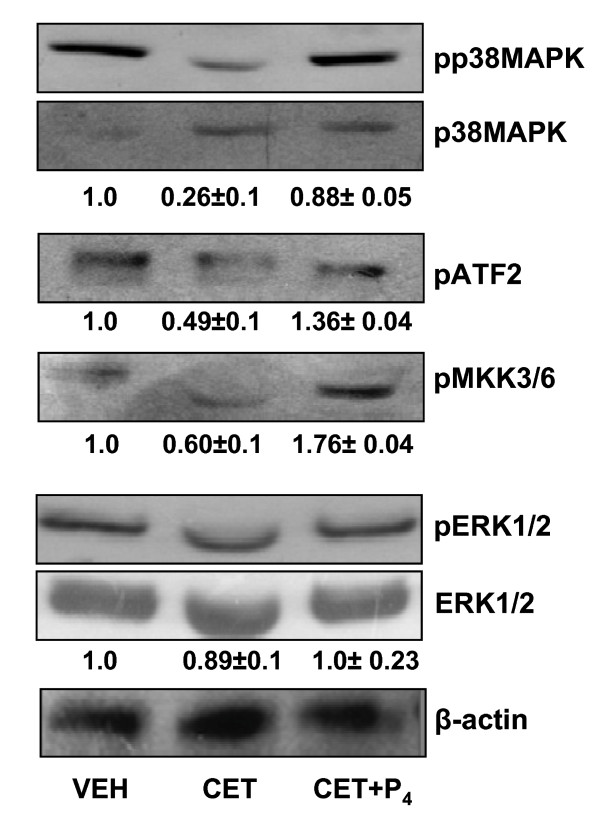
**Changes in activation levels of MAPKs during LH/P_4 _depletion and P_4 _replacement treatments**. Tissue lysates were prepared from CL of monkeys receiving VEH, CET (LH/P_4 _depletion) and CET+P_4 _(P_4 _replacement) treatments. The immunoblots shown are from one of three independent experiments (CL from one monkey at each time point was used per experiment). Immunoblots for phospho MAPKs and total MAPKs were analyzed by densitometry and the fold change in the protein levels of phospho/total MAPKs compared between treatments are represented numerically. β-actin was used as loading control.

### Effects of P_4 _supplementation on gene expression changes during the late luteal phase

Circulating P_4 _concentrations in monkeys before and after implantation of P_4 _containing ALZET pumps and in untreated control monkeys are shown in Figure 6A. Implantation of P_4 _pumps resulted in significant (P < 0.05) increase in concentrations of P_4 _i.e., 4.4 ± 0.64, 4.2 ± 0.37, 4.4 ± 0.35 ng/ml at 6, 12, 24 h post P_4 _supplementation, respectively and the corresponding P_4 _concentrations from untreated control monkeys were 0.70 ± 0.1, 0.6 ± 0.1 and 0.49 ± 0.03 ng/ml at 6, 12 and 24 h, respectively (Figure 6A). Real time RT-PCR analysis showed >2 fold up regulation of PR, NCOA1, NCOA3, NCOR2, FKBP4, FKBP5, CDH2, HOXA1 and AREG expression in P_4 _supplemented monkeys, while expression of BMP5, MMP-2, PGRMC1, and ADAMTS-1 was significantly down regulated (P < 0.05; Figure 6B). Immunoblot analysis for PR (both isoforms A&B) protein showed no significant change after P_4 _supplementation, whereas, immunoblot analysis for NCOA1 and NCOA2 proteins showed significantly lower (P < 0.05) expression after P_4 _supplementation (NCOA1, 1 vs 0.25 ± 0.2 fold, for NCOA2; 1 vs 0.62 ± 0.2 fold; Figure 6C). Immunoblot analysis for protein expression of NCOA3 and MMP-9 showed lower levels after P_4 _supplementation (not statistically significant P > 0.05; Figure 6C).

**Figure 6:**
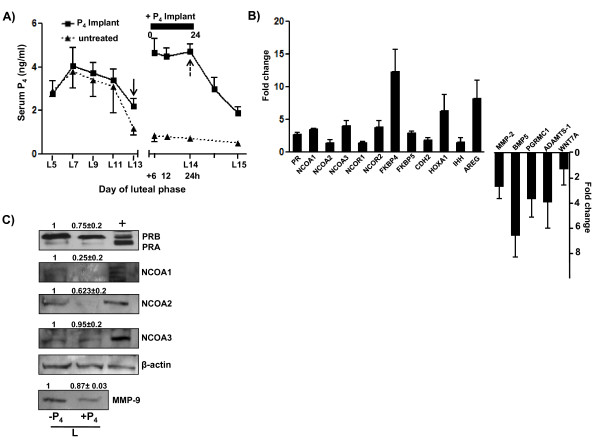
**Effects of P_4 _supplementation on luteal function during the late luteal phase**. Panel A, circulating P_4 _levels during P_4 _supplementation (n = 3 animals) with exogenous treatment by way of ALZET pumps for 24 h beginning on day 13 of the luteal phase to mimic high P_4 _levels similar to mid luteal phase. Panel B, real time RT-PCR expression analysis (mean ± SEM) of various genes associated with PR signaling and PR activated target genes are represented. Panel C, immunoblot analysis for PR, NCOA1-3 and MMP-9 proteins late luteal phase CL after P_4 _supplementation. Monkey term placenta tissue lysate was used as positive control for immunoblot analysis. The blots are analyzed by densitometry and densitometric values for untreated control group were set as 1 and values in P_4 _supplemented group were expressed in relation to the control group. The immunoblots shown are from one of three independent experiments (CL from one monkey at each time point was used per experiment). β-actin was used as loading control.

## Discussion

Together with earlier reports for presence of PR in CL of many other species, the results of expression of PR, various binding proteins, cofactors and P_4 _regulation of expression of few genes in the present study further confirm P_4 _actions within the CL. The importance of P_4 _in the regulation of CL structure and function has been demonstrated in rats. It was shown that P_4 _administration during postpartum period had an anti apoptotic action in the CL [9]. Although the rat CL does not express nuclear PR, it was suggested that P_4 _mediates its action by binding to its membrane receptors [30]. In recent years, the membrane receptor-mediated actions of P_4 _appear to have emerged as an important mechanism for activation of P_4 _signal transduction pathway. It was reported that rat luteal cells express membrane and progestin binding proteins, progestin membrane receptor (PMR) α, PMR β, PMR γ, membrane component 1 (PRMC1/PGMRC1) and Rda 288 [30]. In a recent study, it was demonstrated that PGMRC1-dependent mechanism appears to promote human granulose/luteal cell survival [31] confirming the novel membrane-bound progestin receptors with defined actions. In the present study, expression of PGRMC1 was demonstrated in the CL and its expression became lower after LH/P_4 _depletion. This finding was similar to the earlier observation reported previously in the rhesus macaque [6]. Further restoration of PGRMC1 expression was observed after LH replacement in LH/P_4 _ablated rhesus macaque [6]. In contrast, in the present study PGRMC1 expression was not restored following LH replacement in LH/P_4 _depleted monkeys. The difference in the findings between the two studies could be attributed to differences in the treatment protocols employed and/or differences in the response to LH replacement observed between the two macaques.

Rothchild [2] aptly described CL as the most unique endocrine gland in the body, since there appears to be large interspecies variations in the mechanisms of regulation of its function. In higher primates, it is well established that the sole trophic stimulus for P_4 _secretion is the pulsatile secretion of pituitary LH. It is possible that P_4 _may not have an important role in its own secretion, but it might have an important role in maintaining structural integrity of the CL capable of responding to the luteotrophic stimulus. Hutchison and Zeleznik [32] demonstrated the rescue of CL function in the hypothalamus lesioned monkeys after reestablishment of pulsatile GnRH treatment indicating the resilience of CL tissue to the deprivation of luteotrophic support for long periods. In our studies, it was confirmed that CL was responsive to luteotrophic support for up to 48 h following inhibition of pituitary LH secretion [16]. We utilized LH/P_4 _depleted and LH replacement model systems that did not require extreme surgical procedures, yet allow examining the CL function during LH/P_4 _depletion period as well as hormone replacement period. During induced luteolysis, even though LH replacement had profound effects on expression of several genes [16], but this could be the result of both direct as well as indirect effects of LH. In the present study, examination of direct effects of P_4 _on CL tissue revealed changes in expression of PR and NCOR1, but expression of many other genes involved in PR activation were not significantly affected. Since, the duration of P_4 _replacement lasted only for 24 h, for the effect to be apparent a longer duration of P_4 _replacement might be required. Alternatively, perhaps the effects of P_4 _on expression of genes may be observed only when high intraluteal P_4 _levels as seen in functional CL is achieved. In the present study, only circulating P_4 _levels were mimicked but more studies are required to achieve the high intra luteal P_4 _levels and determine its effect on the luteal expression of genes.

Tissue proteinases and genes associated with tissue remodelling namely, TIMPs, MMPs and ADAMTS-1 have been examined in the CL tissues of higher primates. In the present study, the findings of higher expression of TIMP3 and MMP-9 was observed during latter part of the luteal phase which is in accordance with similar findings reported for CL of the rhesus macaque [18]. It was previously reported that ADAMTS-1 expression was high in early CL but declined thereafter at other stages of the luteal phase in the rhesus macaque [22]. In the present study, however, no discernible pattern of expression of ADAMTS-1 was observed during the luteal phase. It should be pointed out that in the rhesus macaque the highest expression was seen only at day 2 of the luteal phase, while in the present study the day 2 CL was not examined. Treatment with GnRH R antagonists [i.e. LH/P_4 _depletion models] in both the macaques resulted in decreased expression of ADAMTS-1 at mid luteal phase. Interestingly, LH replacement, but not steroid replacement, prevented the decreased ADAMTS-1 expression seen after GnRH R antagonist treatment in the rhesus macaque, but in the present study both LH (observed only in real time RT-PCR analysis) and P_4 _replacement treatments restored or increased its expression. The reason for different findings on ADAMTS-1 expression after P_4 _(in the present study) or progestin (rhesus monkey; [22]) treatments is difficult to explain and perhaps, related to treatment protocol employed in both these studies. Also, the unexpected decrease in ADAMTS-1 expression seen after P_4 _supplementation at late luteal phase observed in the present study is difficult to explain. Additional experiments are necessary to address the regulation of ADAMTS-1 expression in the CL by LH and P_4_.

Stouffer and Young, 2004 [19] reported a differential expression of MMP-9 with regulation of its expression to be at different levels involving both transcriptional and translational mechanisms in the CL of the rhesus macaque. In the present study, expression of MMP-9 in LH/P_4 _depletion and LH replacement studies remained high, but P_4 _replacement decreased its expression, suggesting MMP-9 expression appear to be regulated by P_4_. In accordance with our data, regulation of MMP-9 expression by P_4 _had been reported by other investigations in studies involving human endometrial explants and rabbit cervix [33,34]. It should be pointed out that MMP-9 expression during spontaneous luteolysis [data not shown] and P_4 _supplementation during late luteal phases did not show significant change indicating that regulation of MMP-9 expression may be dependent on circulating LH as well as P_4 _concentrations. The decrease in expression of MMP-2 mRNA post P_4 _replacement during late luteal phase was similar to the reported decrease in MMP-2 expression in the human CL after treatment with hCG to mimic early pregnancy [20]. It is possible that LH and P_4 _may synergistically act to regulate MMP-2 mRNA expression during the late luteal phase following P_4 _replacement as both are present in this model system, however, the molecular mechanisms for this synergistic action needs to be clarified. Decreased expression of pro-MMP-9, pro-MMP-2 and MMP-2 in endometrial cancer cell lines after in vitro administration of medroxy progesterone acetate, an synthetic progesterone preparation, [35] suggests that ECM remodelling could well be controlled by P_4 _as well as by LH in the CL tissue.

Expression of WNT7A, AREG, BMP5, HOXA1 and IHH, which are regarded as P_4 _target genes in uterus and mammary gland were examined in the CL after LH/P_4 _depletion and P_4 _replacement. WNT7A coordinates a variety of cell and developmental pathways and reported to guide hormonal responses during postnatal uterine growth [36]. In the present study, the observation that P_4 _decreased WNT7A expression was similar to finding reported in the uterus [25]. The observation of down regulated expression of BMP5 upon P_4 _replacement in the present study is consistent with the findings in uterus. Both WNT7A and BMP5 pathways appear to be interlinked since BMPs are shown to be induced by WNT signaling in the neurons [37]. BMPs have been shown to stimulate steroidogenesis and proliferation in porcine theca cells [38], but the role of P_4 _regulated WNT and BMP genes on the structure and function of CL remains to be determined. The observation of low levels of phosphorylated P38 in CL post LH/P_4 _depletion, and its reversal after P_4 _replacement are consistent with similar findings reported in uterus and mammary gland after P_4 _treatment in mice [39]. By activating the MAP kinase pathway, P_4 _appears to activate a unique biologically important molecule to control CL structure and function. It should be pointed out that changes in dynamics of MAP kinase activities have been shown to regulate CL function [27]. PR is known to be phosphorylated by various kinases including MAP kinases in response to various physiological stimuli [40]. The activation of MAP kinases have been shown to regulate expression and function of coactivators like NCOA1 [39] and NCOA3 [41]. Ligand-mediated down regulation and extensive loss of nuclear steroid receptor protein is well recognized and during this process, different phosphorylation pathways may affect the proteasome-mediated degradation of nuclear receptors including PR [40]. It is reported that NCOA3 is phosphorylated by P38 and the phosphorylated NCOA3 is subjected to degradation by proteasome [42]. Whether activation of P38 by P_4 _would have a role in regulating similar processes in the CL tissue remains to be addressed, however, the results in the present study suggest operation of similar mechanism. Gene expression analysis of 19 genes belonging to PR signaling during LH/P_4 _depletion and P_4 _replacement experiments revealed expression of 8 genes [(PR, NCOA1, NCOR1, WNT7A, BMP5, HOXA1, ADAMTS-1 and MMP-9) and protein expression of 3 genes] to be directly regulated by P_4_. The expression of other 11 genes appear to be regulated by both LH and P_4 _in the CL (see Table 3). In order to further extend the observations of direct actions of P_4 _and to further delineate role of P_4 _in the regulation of CL function, circulating P_4 _concentrations were increased for 24 h to mimic early pregnancy levels during the late luteal phase of the non fertile cycle. Expression of many of the genes examined was observed to be differentially expressed indicating that P_4 _may have an important role in the regulation of CL function during early pregnancy. Also, it should be pointed out that the general housekeeping activity that include anti-apoptotic actions, structural integrity of luteal cells and perhaps regulation of expression of few genes associated with overall maintenance of CL structure may be attributed to direct or indirect actions of P_4_.

**Table 3:** List of genes whose expression identified to be regulated by P_4 _treatment

**Sl. No**.	Gene		Changes in levels after		Regulation by P_4_
			LH/P_4 _depletion	P_4 _replacement	
1	PR	mRNA	up	down	Y
		Protein (PR B)	up	down	Y
		Protein (PR A)	-	-	N
2	NCOA1	mRNA	-	up	N
		Protein	up	-	N
3	NCOA2	mRNA	-	-	N
		Protein	up	down	Y
4	NCOA3	mRNA	-	-	N
		Protein	up	down	Y
5	PGRMC1		down	-	N
6	FKBP4		down	-	N
7	FKBP5		-	-	N
8	NCOR1		up	down	Y
9	NCOR2		up	-	N
10	WNT7A		up	down	Y
11	AREG		down	down	N
12	BMP5		up	down	Y
13	CDH2		up	-	N
14	HOXA1		up	down	Y
15	IHH		up	-	N
16	ADAMTS1		down	up	Y
17	MMP9		up	down	Y
18	MMP2		up	-	N
19	TIMP3		up	-	N

In summary, experiments were performed to examine direct effects of P_4← _on the regulation of expression of genes in the monkey CL. The first experiment comprised of analysis of previously published microarray data to identify differentially expressed genes considered as target of P_4 _action and validation of some of these genes by real time RT-PCR analysis. In the second experiment, expression of many of the genes identified in the first experiment was examined throughout the luteal phase. In the third experiment, the direct effects of P_4← _on expression of many of these genes was examined following P_4← _replacement in monkeys depleted for circulating endogenous LH and P_4← _by way of inhibition of pituitary gonadotropin secretion. In the fourth experiment, the effects of P_4← _supplementation on expression of genes during the late luteal phase with declining endogenous P_4← _levels were examined. This experiment was done to determine whether increased P_4← _seen during early pregnancy regulate expression of these genes. The results from these studies indicated that P_4← _appears to regulate expression of many of the genes in the CL.

## Conclusions

Experiments were carried out to assess the direct effects of P_4 _on CL function in monkeys. Expression of some of the genes involved in PR signaling and genes considered as targets of LH and P_4 _was analyzed in LH/P_4 _depletion and P_4 _replacement model as well as P_4 _supplementation model during the late luteal phase, and the results indicated that expression of number of genes appeared to be regulated directly or indirectly by P_4_. These results suggest that replacement of P_4 _during LH/P_4 _depletion (induced luteolysis model) is suitable for assessing the effects of P_4 _on CL function. Further, these studies suggest that CL could serve as a target tissue for examining genomic and non genomic actions of P_4_.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

PS and RM participated in designing, conducting experiments, analysis of results and preparation of manuscript. KCJ participated in the preparation of manuscript. All authors read and approved the final manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

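CL of 3 CET and 3 VEH samples from bonnet monkeys, taken 24 h after injection on day 7 of the luteal phase, were measured on Affymetrix rhesus arrays. The deposited intensity values are MAS5 signals of probe sets on a linear scale, which the authors scaled on each array to a trimmed mean of 500. The MAS5 version, detection calls and scan details are not given in the sources used here. Without detection calls, dim probe sets were set apart by a limit at the 40th percentile of mean log2 signal. A gene above this limit can have the mean of a single group below it, as have ZNF777, SDC2, FKBP5, DHCR7, SIN3A, WNT7A and KRT8 among others.

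Signals under 1 were set to 1, and log2 values were quantile-normalized between arrays. Of 52865 probe sets, 158 controls were left out and 52707 were tested. A single gene symbol was given for 24956 of them, several for 361 and none for 27390 in the platform annotation used. Probe sets with several symbols were not named. A gene was read at the probe set with the highest mean over all 6 arrays. CET was compared with VEH by limma 3.58.1 in R 4.3.3, with an intensity trend, no covariates and Benjamini-Hochberg adjustment at 0.05. Fold changes are differences of mean log2 signal, CET minus VEH. An exact permutation test over 3 against 3 samples cannot go below p = 0.1.

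A set of 24 gene lists was fixed before the data were examined and tested by camera with a preset correlation of 0.01 on members above the dim limit, which are called measured. The alternatives were an estimated correlation and fry. Fry's p tests whether the genes of a list move, on balance, one way. Named genes follow a rule fixed in advance: the genes of the study and RPL19, the 15 genes with the smallest p in each direction whose groups do not overlap, up to 4 members of each list with the smallest p, and a set of luteal genes named whatever their values. Since no gene passed the adjusted p, the second part uses unadjusted p. The rule gives 132 genes. All were carried through the alternatives, except that PGR, MMP9 and MAPK14 lie below the dim limit and have no value with dim probe sets left out. The text gives the study genes, the genes named in advance, the first 3 by p in each direction and at least the first by p of each list. Which further genes of the rule it gives was decided after their values were seen. FDFT1, FDPS and HSD17B1 fall outside the rule, and HSD17B1 also lies below the dim limit. Some genes named in advance are not reported here.

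The alternatives set in advance were the signals as deposited, array medians, trimmed mean scaling, a pseudocount of 16, a floor at the 20th percentile, a filter on dim probe sets, limma without the trend, array weights, the methods' t-test, leaving out each replicate, an animal block under each of 6 possible pairings, and other probe sets. The 3' to 5' ratio of control probe sets as a covariate and cyclic loess were added after seeing the data.

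The test was checked on simulated data before use, with the means and spreads of the 52707 real probe sets, 3 against 3 arrays, and 200 changed probe sets in each of 10 simulations. Of probe sets changed by a log2 size of 4, 14.8% were recovered, and of those changed by 3, 1.6%. None was recovered at a log2 size of 1 or 2. A simulated shift of -0.8 in the cholesterol synthesis list was called in 10 of 10 simulations, in which genes were independent of each other. Over all simulations with changes, 2 unchanged probe sets were called. In simulations without any change, 0 probe sets and 1 list were called in total.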

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

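Leaving out a replicate and every normalization but cyclic loess were set in advance, while how each bears on an explanation, and the tests with the 3' to 5' ratio, cyclic loess, array correlations, list means of single arrays and splits of the arrays, were chosen after the results were seen. In genes that the paper does not discuss, the cholesterol synthesis list had a median log2 fold change of -0.79 after CET. Mean list values against the VEH mean were -0.50, -0.84 and -1.37 on CET replicates 1, 2 and 3, below the lowest VEH array at -0.21. They were 0.37, -0.21 and -0.16 on VEH replicates 4, 5 and 6, so VEH replicate 4 alone lay above the VEH mean. That array also had the highest mean log2 3' to 5' ratio of the VEH arrays, 3.54. RNA degradation in CET replicate 2 is argued against: the median was -0.90 without that array and -1.03 with the 3' to 5' ratio as a covariate, and camera's adjusted p stayed under 0.05 in both. Normalization between arrays is also argued against, since the median nearest to 0 over other normalizations was -0.71. The 6 arrays make 10 splits, too few for a share under 0.05; the real median size was 0.79, the highest of the other splits was 0.81, and 2 splits reached the real size. LH withdrawal remains an open hypothesis, and the call depends on the preset correlation of camera. The preset was 0.01, while the correlation estimated for this list was 0.23. With that estimate camera's unadjusted p was 0.092.

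Steroid hormone synthesis, outside the genes the paper followed, had a median of -0.79. Without CET replicate 2 it was -0.58 (adjusted p = 0.22) and with the 3' to 5' covariate -0.65, so the call ended while the sign stayed. RNA degradation in that replicate may contribute and cannot be told apart from the treatment with 2 other CET arrays. Over other normalizations the median nearest to 0 was -0.55, with cyclic loess, where the adjusted p was 0.051. With an estimated correlation the camera adjusted p was 0.79, so this call also depends on the preset correlation. The estimate for this list was 0.27, against the preset 0.01, and camera's unadjusted p with it was 0.16. Of 10 splits, too few for a share under 0.05, only the real one, 1 of 10, had a median this far from 0, and the highest of the others was 0.77. By camera's unadjusted p the real split, at 5.9e-04, was not first. The split with CET replicate 1 beside VEH replicates 4 and 5 had 2.6e-04.

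The GAPDH control probe sets, which the paper does not report, had a 3' signal 142.9 times the 5' signal in CET replicate 2, against 1.79 to 7.31 times in the VEH arrays, while for ACTB it was 37.2 times in CET replicate 2 and 22.4 times in VEH replicate 4. A separate pattern is that CET replicate 1 lay closer to the VEH arrays (mean rho 0.756) than to the other CET arrays (0.664), which had a rho of 0.754 with each other. A swap with a VEH replicate is argued against, as each VEH array was closer to its own group, by at least 0.0479. RNA degradation in CET replicate 1 stays open. Its mean log2 3' to 5' ratio of 2.67 lay within the VEH range of 0.607 to 3.54, so the ratio neither points to degradation nor excludes it. A vehicle sample under the CET label cannot be told apart from a weak response: the array's list mean was -0.50 for cholesterol synthesis, below every VEH array, with 9 of 14 members below their lowest VEH value, and -0.22 for steroid hormone synthesis, within the VEH range, with 5 of 14. In the paper circulating P4 fell after CET and was maintained after VEH (Fig. 3), the direction that the labels give, which does not settle the label of 1 array.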

How the results depend on the processing

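The count of 0 probe sets past the adjusted p held under every alternative run, limma and the methods' t-test included, and no named gene passed in any. At an unadjusted p the count was 2840, with 1756 when dim probe sets were left out, 5086 with array weights and 2315 to 3977 over the 6 pairings of the animal block. Leaving out 1 replicate gave 1696 to 6997, the highest without CET replicate 1 and the lowest without VEH replicate 5. Fewer probe sets were tested under the filter, and the cause of the other differences was not tested. No paired analysis was possible because the labels do not pair the samples. A block under each of the 6 pairings they leave open, none of which was chosen, changed no call of a probe set or list. Genes past 1.5-fold numbered 1713 higher and 2651 lower when dim probe sets were left out, 1108 higher and 1393 lower at 2-fold, and 620 higher and 800 lower when the groups also had to be separate, which are stricter conditions. On the signals as deposited the median of all probe sets was 0.17 higher on the log2 scale after CET, and quantile normalization removes this. The study genes past 1.5-fold in the direction of Fig. 1A numbered 4 to 6.

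Of the 24 lists, 2 were called. With an estimated correlation or fry the medians, -0.79 for cholesterol synthesis and -0.79 for steroid hormone synthesis, were no longer past the threshold (adjusted p = 0.79 and 0.55). Cholesterol synthesis passed under the other 18 of 20 alternatives, with adjusted p from 3.4e-05 to 0.047. The 20 are not all separate tests of a list. Trimmed mean scaling repeats the signals as deposited, and leaving out dim probe sets keeps the same measured members. Steroid hormone synthesis passed under 15 of 20, with adjusted p from 5.6e-04 to 0.047, and also did not pass without CET replicate 2 (-0.58, adjusted p = 0.22), with the 3' to 5' covariate (-0.65, adjusted p = 0.059) or with cyclic loess (-0.55, adjusted p = 0.051), the last 2 chosen after seeing the data. Leaving out 1 replicate gave medians from -1.08 to -0.57. The count of called lists was then 1 with either of these settings and 1 to 2 leaving out a replicate. Medians of lists that were not called turned with array weights (apoptosis -0.053, T and NK cell markers 0.13), with array medians subtracted (nuclear receptor cofactors -0.12, macrophage markers -0.10), with the covariate (macrophage markers -0.11, granulosa cells of the follicle 0.11) and on the signals as deposited or scaled by the trimmed mean (T and NK cell markers 0.12 in both). Leaving out a replicate gave ranges through 0 for prostaglandin synthesis, transport and receptors -0.27 to 0.021, angiogenic ligands and hypoxia genes -0.32 to 0.077, cell cycle -0.33 to 0.11, BMP, activin and TGF-beta signalling -0.57 to 0.042, nuclear receptor coactivators and corepressors -0.047 to 0.24, endothelial cell markers -0.61 to 0.082, macrophage markers -0.069 to 0.26, T and NK cell markers -0.48 to 0.30, fibroblast markers -0.48 to 0.064, pericyte and smooth muscle markers -0.74 to 0.087 and granulosa cells of the follicle -0.45 to 0.083. The cause was not tested.

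Over 135 named genes and 2797 alternative values, 2660 kept their sign, 137 turned and none passed the adjusted p, and 78 genes never turned. Limma without the trend, the methods' t-test and leaving out dim probe sets repeat the main log2 fold change, so those values could not turn. PGR, MMP9, MAPK14 and HSD17B1 have no value with dim probe sets left out, and genes with 1 probe set none at another. The log2 fold changes that turned were as follows, and the cause was not tested. At another probe set of the gene they were NCOA2 0.18, NCOA3 -0.78, -0.36 and -0.052, NCOR1 -0.83, -0.78 and -0.20, MMP2 0.31, IHH -0.23, NR4A1 -1.94, ZNF777 -0.23, ATF5 -0.16 and -0.54, EEPD1 -1.0, SH3GL2 -0.013, TGFB1 -1.83, HYDIN -0.075 and -0.12, KLF2 -1.31, CLIC5 2.45, LOC705588 0.086 and 0.91, CREM 0.28, PTGIR -0.040, MMP16 0.46, NRP1 0.65, THBS1 -0.31 and -0.96, ANGPT1 0.69, MCL1 -0.24, TNFSF10 -0.36 and -2.87, APAF1 -0.21, CDK1 0.035, LRP6 0.10, SFRP1 0.71 and 1.65, PGRMC2 0.74, IGF1R -0.092, ERG 0.59, CD68 -0.18, C1QA -1.39, CD5 -0.25 and -0.20, COL1A1 0.32, FBLN1 0.31 and 0.082, MYH11 -0.31 and -1.62, ACTG2 0.54, GATM 0.055, SERPINE2 -1.16, ALAS2 -0.12 and MUC1 1.33 and 0.68. As a mean over probe sets they were NCOR1 -0.30, NR4A1 -0.82, TGFB1 -0.11, TNFSF10 -0.50, SFRP1 0.44, C1QA -0.34, CD5 -0.11, MYH11 -0.24, SERPINE2 -0.014 and MUC1 0.40. With array weights they were PGR -0.17, AREG -0.042, NKG7 0.13, MYH11 -0.11, ACTG2 0.062, HBB 0.20, MUC1 0.054 and UPK3B -0.056. On the signals as deposited, and equally with trimmed mean scaling, they were MMP9 0.18, AREG -0.27, NKG7 0.12, SERPINE2 -0.20, INHBA -0.024 and MUC1 0.14. With array medians subtracted they were TIMP3 -0.074, AREG -0.47, CD5 -0.0036, SERPINE2 -0.41 and INHBA -0.23. MMP9 was 0.064 with the pseudocount and 0.35 with the floor. With the 3' to 5' covariate they were PGR -0.23, CD5 -0.050, COL6A3 0.15 and UPK3B -0.37, and with cyclic loess PGR -0.028 and HBB 0.046. Leaving out 1 replicate gave ranges through 0 for PGR -0.60 to 1.00, NCOR1 -0.080 to 0.66, MMP9 -1.12 to 0.97, TIMP3 -0.11 to 0.53, AREG -0.11 to 0.42, NR4A1 -0.078 to 0.60, MAPK14 -1.30 to 0.47, MAP2K3 -0.69 to 0.27, RPL19 -0.68 to 0.022, HPGD -0.90 to 0.021, ERG -1.81 to 0.079, MMRN2 -0.020 to 1.84, CD5 -0.049 to 0.38, NKG7 -0.48 to 0.30, COL6A3 -0.72 to 0.22, MCAM -0.65 to 0.19, MYH11 -0.39 to 0.97, ACTG2 -0.83 to 0.37, CYP19A1 -2.52 to 0.028, HBB -0.34 to 0.45, MUC1 -0.43 to 0.43 and UPK3B -0.43 to 0.67. Signals near the dim limit and the spread between 3 arrays limit what these values can show.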

Differences from the paper's values

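The array bars of Fig. 1A were read by eye and set beside the brightest probe set of each gene, as signed folds of CET over VEH, where a minus sign means lower after CET. A value was taken to differ where its sign was the opposite of the bar's, whatever the size of the gap. It was also taken to differ where the gap on the log2 scale was over the replicate SD. For PR and MMP9 a gap of 1.5 times was used in place of the SD, a choice made after PR was seen not to differ by the SD. Both lay below the dim limit and had large replicate SDs, 1.46 and 1.55 on the log2 scale, whose cause was not tested. Of 14 genes, 8 differed and 4 of these had the opposite sign. PR is among the 8 only by the gap of 1.5 times, and by the SD it would not be counted. The legend of Fig. 1A gives more animals per group than the 3 arrays analysed here. Alternatives named here were set before the data were examined, except folds of linear means, which are not among the alternatives listed as set in advance.

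For NCOA2 the paper's value is about 3.3 in Fig. 1A, read by eye, and the value here is -1.85, which differed under all alternatives. For FKBP4 the paper's value is about -1.1 in Fig. 1A, read by eye, and the value here is 1.79, which differed under all alternatives, at another probe set (1.04) by its sign alone, with a gap within the SD. For MMP2 the paper's value is about 2.3 in Fig. 1A, read by eye, and the value here is -2.05, or -1.09 without CET replicate 3 and -3.26 without CET replicate 1; only the other probe set, at 1.24, fell within the SD. For MMP9 the paper's value is about 3.2 in Fig. 1A, read by eye, and the value here is -1.02. By its sign or the gap of 1.5 times it differed under all alternatives. The nearest were 1.95 without CET replicate 3 and 1.91 from linear means. By the SD, 1.55 on the log2 scale, these would not have differed. The same holds for 1.27 with the floor, 1.19 without VEH replicate 5, and 1.13 on the signals as deposited and with trimmed mean scaling.

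For PR the paper's value is about 2.8 in Fig. 1A, read by eye, and the value here is 1.03. Only leaving out CET replicate 3, which gave 2.00, came within 1.5 times. By the SD, 1.46 on the log2 scale, the value of 1.03 would not have differed. For NCOR1 the paper's value is about 2.2 in Fig. 1A, read by eye, and the value here is 1.19; only leaving out VEH replicate 5, which gave 1.58, fell within the SD. For TIMP3 the paper's value is about 1.9 in Fig. 1A, read by eye, and the value here is 1.1; only leaving out VEH replicate 5, which gave 1.45, fell within the SD. For PGRMC1 the paper's value is about -2.5 in Fig. 1A, read by eye, and the value here is -1.34; array medians subtracted (-2.03), another probe set (-2.89) and the mean over probe sets (-2.49) fell within the SD, and the other alternatives did not.

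The values for NCOA3, IHH, FKBP5, ADAMTS1, WNT7A and AREG lay within the replicate SD of the bars, and those for FKBP5 and WNT7A did so under all alternatives set before the data were examined. NCOA3 differed at each of its 5 other probe sets (-1.72 to 1.31) and as the mean over probe sets (1.06), IHH without CET replicate 2 (1.06) and at its other probe set (-1.17), and ADAMTS1 at its other probe set (-4.36). AREG differed under 8 alternatives, in 7 of them by its sign alone with a gap within the SD. It was -1.21 on the signals as deposited and with trimmed mean scaling, -1.39 with array medians subtracted, where the gap was over the SD, and -1.08 to -1.03 with array weights, from linear means and without CET replicate 1, CET replicate 3 or VEH replicate 4. The paper selected its genes by a fold criterion in this and the LH replacement experiment; here 7 of the 14 genes lay within 1.5-fold. By direction alone, 10 of the 14 genes had the sign of the array bar in Fig. 1A and 4 had the other. Past 1.5-fold there were 4 with the sign of the bar and 3 with the other.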

Other observations

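The tests on splits of the arrays and the 3' to 5' covariate in this part were chosen after the results were seen. Beyond the genes of the study, single members of several lists had low unadjusted p values and none passed an adjusted p of 0.05 in limma. In the list of LH receptor and cAMP-responsive genes, 13 of 17 measured members had a lower mean after CET (camera adjusted p = 0.50). PRKAR2B, a regulatory subunit of protein kinase A, had a log2 fold change of -2.14 (standard error 0.77), which was -1.12 without CET replicate 2, -2.97 without CET replicate 1 and -1.50 with the 3' to 5' covariate. CREM, a cAMP-responsive transcription factor, had -1.41 (standard error 0.59, and 0.28 at 1 of 5 other probe sets) and RGS2 -1.03 (standard error 0.45), while NR4A1 had 0.30 (standard error 0.48) and -1.94 at another probe set. Among lipoprotein uptake, cholesterol storage and efflux genes, 8 of 11 had a lower mean (camera adjusted p = 0.50), and STARD4, a cholesterol carrier, had -1.56 (standard error 0.57), and -0.95 without CET replicate 2. In the WNT list, 16 of 21 had a lower mean (camera adjusted p = 0.67), with WNT5A at -1.71 (standard error 0.47) and WNT7B at 1.88 (standard error 0.65). In BMP, activin and TGF-beta signalling, 14 of 21 had a lower mean (camera adjusted p = 0.69). TGFB1 had 1.6 (standard error 0.45) and TGFBR3 -1.19 (standard error 0.42). INHA, the inhibin alpha subunit, had -0.99 (standard error 0.58), or -1.58 without CET replicate 1 and -0.56 without CET replicate 3. Another probe set of TGFB1 gave -1.83.

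Of 9 measured genes of the p38 and ERK cascade, whose proteins the paper studied in another experiment, 8 had a lower mean after CET (camera adjusted p = 0.50). The smallest p in this list was that of MAP2K1, with -1.0 (standard error 0.51). MAPK14 lay below the dim limit with -0.62 (standard error 1.01), 0.47 without VEH replicate 5 and -1.30 without VEH replicate 6, and MAP2K3 had -0.36 (standard error 0.56) and 0.27 without CET replicate 3. LDHA had -0.68 (standard error 0.43). In the IGF list 10 of 13 had a lower mean (camera adjusted p = 0.67), with IGF1R at 1.35 (standard error 0.43) and -0.092 at 1 of 2 other probe sets. Apoptosis genes had 8 of 16 lower (camera adjusted p = 0.50), with MCL1 at 0.97 (standard error 0.47) and -0.24 at its other probe set. Cell cycle genes had 12 of 17 lower (camera adjusted p = 0.67), with CDKN1B at -1.32 (standard error 0.63). CDKN1B had -1.94 without CET replicate 1 and -0.74 without CET replicate 2. Angiogenic ligands and hypoxia genes had 7 of 11 lower (camera adjusted p = 0.71), with EPAS1 at -0.89 (standard error 0.49). EPAS1 had -1.37 without CET replicate 1 and -0.44 without CET replicate 2. The prostaglandin list, with 3 of 5 lower, had a median of -0.23 while camera's direction was up (adjusted p = 0.67), and PTGIR had 1.56 (standard error 0.67) and -0.040 at its other probe set. PTGS2, PTGFR, VEGFA and MAP2K6 had no probe set of this name in the table used here and were not analysed here. No list of markers of other cell types passed, although 6 of the 8 had a median below 0.

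The epithelial list had a median of -0.82, about as far down as the 2 called lists, with 3 of 4 measured members lower (camera adjusted p = 0.50). This depth depended on CET replicate 2. Without that array KRT8 went from -1.50 to -0.0015, with MUC1 at -0.20, UPK3B at -0.086 and KRT18 at -2.17. KRT18 had -1.82 (standard error 0.64) with separate groups, -1.14 without CET replicate 3 and -0.043 at its other probe set. Endothelial markers had a median of -0.38 (0.67), with CDH5 at -1.52 (standard error 0.55), -2.15 without CET replicate 1 and -1.08 without CET replicate 2. Fibroblast markers had -0.28 (0.67), with COL1A1 at -2.63 (standard error 1.08), -1.39 without CET replicate 3, -4.17 without CET replicate 1 and 0.32 at its other probe set. Pericyte and smooth muscle markers had -0.25 (0.67), with TAGLN at -0.82 (standard error 0.43) and -2.48 at its other probe set. T and NK cell markers had -0.14 (0.67), with GZMB at -0.79 (standard error 0.37). Granulosa cells of the follicle had -0.18 (0.93), with CYP19A1 at -1.18 (standard error 1.08), 0.028 without VEH replicate 5 and -2.52 without VEH replicate 4. Macrophage markers had 0.031 (0.54), with CD68 at 0.79 (standard error 0.55) and -0.18 at its other probe set, and 2 red cell genes had 0.52 (0.50), with ALAS2 at 1.05 (standard error 0.48) and -0.12 at its other probe set. Values in parentheses after a median are camera's adjusted p. Several of these markers are also expressed by luteal cells.

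Every split of the 6 arrays gave 0 probe sets past the adjusted p, 10 of 10 splits. With 10 splits no share under 0.05 is possible. At an unadjusted p the real split gave 2840 probe sets and the highest of the others 4815, and 5 splits reached the real count. For genes past 1.5-fold the real count was 6017, the highest other 6818, and 3 splits reached it. For called lists the real count was 2, the highest other 1, and 1 split, the real one, reached it. The splits with the highest counts set CET replicate 1 with VEH replicates 5 and 6 or 4 and 5.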
